A study of Solanum pimpinellifolium with 72 samples. Its data were reported in "Tomato locule number and fruit size controlled by natural alleles of lc and fas" (2019).

How the data were processed

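Strand-specific whole mRNA libraries were made from 6 genotypes of Solanum pimpinellifolium LA1589 (WT, lc, fas, lc/fas, RNAi-SlCLV3 and HC2) at 3 stages with 4 replicates each, 72 libraries in 18 groups. The early stage pools floral and inflorescence meristems with buds at the first sampled age, and 4dpi and 6dpi are buds at later days post floral initiation. According to the sources used here, the authors sequenced single-end reads, aligned them with TopHat2 and Bowtie2 (versions not given) to the cultivated tomato genome with the ITAG2.3 annotation, counted sense-strand reads per gene and deposited reads per kilobase and per M mapped reads (RPKM). The authors chose the comparisons and gene list of their main account on separate 3′ tag libraries, which held WT, lc, fas and lc/fas and are not used here. The donor alleles of lc and fas come from cultivated tomato, and the hairpin of RNAi-SlCLV3 was made from a fragment of SlCLV3.

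The deposited table held 34727 genes, of which 5538 were at 0 in every library. Counts were recovered from the RPKM values by finding, for each library, the read total that turns its values into whole counts. At a tolerance of 0.01 reads, 98.97% of 1085654 values under 500 reads came out whole. The reads in genes ran from 2.93 to 58.6 M (median 19.1 M, where M is 1e6), and 7 libraries lay below 10 M. In SlCLV3 the recovered counts ran from 1 to 271 reads, in SlWUS from 14 to 1197 and in SlCLE9 from 0 to 817, so the precision of these genes is limited by depth in the thinner libraries. Recovered counts were used for depth only. The tests used the deposited RPKM values.

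Values were analysed as log2(RPKM + 1) for the 20577 genes with at least 1 RPKM in at least 4 libraries. All 72 libraries were fitted together with 18 group means in limma 3.58.1 (trend, R 4.3.3), and each comparison was a contrast of those means, within a stage or averaged over the 3 stages. The p values were adjusted by the Benjamini-Hochberg method over all tested genes within a comparison, with calls at an adjusted p below 0.05. A genotype effect and a genotype by stage interaction in WT, lc, fas and lc/fas (48 libraries) were tested with moderated F tests at an adjusted p below 0.1, the interaction also at an unadjusted p below 0.001. All tests were two-sided. Tables and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

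Gene lists were tested with camera at a preset correlation of 0.01 and again with the correlation estimated from the residuals, and with fry, each adjusted over the 18 lists of a comparison. The lists were the target pair SlCLV3 and SlWUS, the CLAVATA-WUSCHEL pathway, meristem maintenance, inflorescence meristem identity, floral organ MADS-box genes, YABBY genes, the sterol, kinesin and genotype-by-development genes the study named, its 8 clusters and its whole list. A list of 3 anther and tapetum markers could not be tested because they lay below the filter, as did IMA, TAGL11, MBP3 and INO. The files and the reference held no gene descriptions, names or coordinates for these identifiers, so lists by description keyword were not applied, names are those of textbook knowledge and of the study, and chromosome and order were read from the identifiers. The effects of an allele in separate backgrounds were compared by Pearson and Spearman correlation across genes, with 100 relabellings of libraries within stage.

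Apart from the tests of the difference between stages in RNAi-SlCLV3, which were added later, the samples, comparisons, tests, lists and first set of alternatives were chosen before the data were examined, as was the rule for named genes. For each main comparison it names SlCLV3, SlWUS and up to 15 passing members of the fixed lists, largest change first. It adds the 8 highest and 8 lowest passing genes with a mean of at least 2 RPKM in a group and non-overlapping libraries (for contrasts over stages, the same sign in all 3 stages), and the 4 largest changes in an introgressed segment. Genes without a name are given only as counts, with at most 2 per direction by identifier.

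Replicate numbers were tested as pairs: the mean correlation of residuals between libraries of the same stage and number was 0.31, against -0.10 between others. Every pair of same-numbered libraries correlated above 0.1 in the comparisons of RNAi-SlCLV3 with WT at 4dpi and 6dpi, of lc, fas and lc/fas with WT and of the WT stages, while at least 1 pair did not in those of RNAi-SlCLV3 at the early stage or over stages and of HC2. The authors describe weekly collection for each replicate from individual plants of a genotype, so replicates are repeated collections that may share plants. The sources do not say that a number marks the same week in every genotype. Contrasts over stages without the block treat same-numbered libraries of different stages as independent, which the correlation between WT stages goes against. The block gives each number a single term shared by all genotypes. Beyond that term, libraries of a genotype and number at different stages were still treated as independent. The comparisons tested with limma were also computed with replicate number as a block. Other alternatives were a pseudocount of 0.1 or 5, no filter or a mean of at least 5 RPKM, median-of-ratios scaling, quantile normalization, array weights, robust moderation, a fit to the groups compared alone, and leaving out each library or replicate number. Added after seeing the data were leaving out the 7 libraries below 10 M reads, leaving out 2 libraries that stood apart, leaving out chromosome 2, relabelling within stage and number, another draw of relabellings, the block and a pseudocount of 0.1 in the tests of the difference between stages in RNAi-SlCLV3, and splits within stage and number for the F tests and the lc by fas interaction. The tests were also run on simulated data: with 67 changed genes each, the early comparison called 52.2% of those at a log2 change of 0.5 and 92.5% of those at 1, and the comparison of fas with WT called 0 genes when none were changed. The simulated noise was independent between genes and libraries, with replicate effects equal in all genotypes. It therefore says nothing about calls that arise from structure among the samples. In the real libraries an unreal split of fas and WT called up to 731 genes.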

Results

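Whole mRNA was sequenced from dissected meristems and young floral buds of the wild tomato relative Solanum pimpinellifolium LA1589 and of 5 lines made in it. The lines were lc (a pair of SNPs downstream of SlWUS), fas (an inversion with a breakpoint in the SlCLV3 promoter), the double line lc/fas, the hairpin line RNAi-SlCLV3, and HC2, a fas line given a genomic copy of SlCLV3. Each of the 6 genotypes was sampled at 3 stages with 4 replicates, which gave 72 libraries in 18 groups. The early stage pooled floral and inflorescence meristems with the youngest buds, and the later stages were buds at 4 and 6 days post floral initiation (4dpi and 6dpi). Reads in genes ran from 2.93 M (WT early replicate 3) to 58.6 M (HC2 4dpi replicate 3), with a median of 19.1 M. Values below are RPKM as mean ± SD with n = 4 unless another n is given, and changes are differences of log2(RPKM + 1) with their standard error (SE). On that scale the fold change of a gene with low RPKM is understated.

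SlCLV3, which encodes the CLAVATA3 peptide that restricts stem cells, stood at 7.48 ± 2.40 RPKM in WT at the early stage and at 3.89 ± 1.12 in RNAi-SlCLV3 (n = 4 each). It fell by 0.78 on the log2 scale in the hairpin line (SE 0.23, 95% interval -1.24 to -0.32, adjusted p = 0.036), and 4 of 4 RNAi-SlCLV3 libraries lay below every WT library. The difference at 4dpi was 0.17 (adjusted p = 0.75) and at 6dpi 0.01 (adjusted p = 1), where WT held 1.36 ± 0.698 and 0.708 ± 0.293 RPKM. The hairpin was built from a fragment of SlCLV3, so its own transcripts can count toward these values and were not separated from those of the gene. The early call was lost with only the groups compared in the fit (adjusted p = 0.196) and at a pseudocount of 0.1 (adjusted p = 0.20). It also rests on single libraries: the adjusted p was 0.065 without WT replicate 1, 0.17 without WT replicate 2, 0.092 without WT replicate 3, 0.20 without RNAi-SlCLV3 replicate 1 and 0.055 without RNAi-SlCLV3 replicate 4. At 1 to 271 reads per library (median 26), SlCLV3 was thinly covered.

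SlWUS, the homeodomain factor that keeps stem cells and that SlCLV3 holds back, rose in RNAi-SlCLV3 buds. At 4dpi it was at 14.4 ± 1.61 RPKM against 4.78 ± 1.94 in WT (log2 change 1.48, SE 0.26, adjusted p = 6.8e-05), and at 6dpi at 9.39 ± 0.844 against 2.92 ± 0.367 (log2 change 1.41, SE 0.26, adjusted p = 0.00028), with 4 of 4 libraries above every WT library at both stages. At the early stage the levels were 33.2 ± 6.90 and 32.1 ± 13 RPKM (log2 difference 0.12, SE 0.26, adjusted p = 0.87). The effect at 4dpi exceeded the early effect by 1.36 (SE 0.36) and that at 6dpi by 1.29 (SE 0.36), differences that did not pass over all genes (adjusted p = 0.11 and 0.115) and that passed when blocked on replicate number (adjusted p = 0.0084 and 0.011, and 0.014 and 0.0090 blocked at a pseudocount of 0.1). Across 3131 other genes whose levels in lc, fas and lc/fas differed between the early stage and 4dpi, the RNAi-SlCLV3 values were shifted toward the early stage by a share of 0.054 ± 0.044 (SE), against 0.69 for SlWUS. Over the 3 stages SlWUS rose by 1.00 (SE 0.15, adjusted p = 8.2e-07).

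Among the natural mutants SlWUS rose in lc/fas over the stages (log2 change 0.65, SE 0.15, adjusted p = 0.009, blocked on replicate number 0.00022), with 9.29 ± 1.38 RPKM at 4dpi and 6.19 ± 1.02 at 6dpi. The call was lost without the libraries of replicate number 1 (adjusted p = 0.057), 3 (0.17) or 4 (0.17). Its difference from WT was 0.36 in lc (adjusted p = 0.74) and 0.31 in fas (adjusted p = 0.63). SlCLV3 stood at 3.22 ± 1.57 RPKM in lc at 4dpi against 1.36 ± 0.698 in WT, 4 of 4 libraries above every WT library. That difference of 0.83 (SE 0.23) did not pass over all genes (adjusted p = 0.20) and passed when blocked on replicate number (adjusted p = 0.020), with lc replicate 2 at 5.56 RPKM and the others at 2.32 to 2.67. Over the stages the lc difference was 0.48 (SE 0.14, adjusted p = 0.10, blocked 0.0071). In fas at the early stage SlCLV3 was at 4.98 ± 1.09 RPKM (log2 difference -0.48, SE 0.23, adjusted p = 0.84). Each of these libraries lay below the WT library of the same number, while later pairs went both ways. SlWUS in fas was above the same-numbered WT library in every pair at 4dpi and 6dpi, and the early pairs went both ways. Adjusted over the 2 targets alone, SlWUS was higher and SlCLV3 lower in fas over the stages. Neither passed over all genes when blocked on replicate number. In HC2, SlCLV3 differed from fas by 0.13 over the stages (95% interval -0.13 to 0.40, adjusted p = 0.75) and from WT by -0.19 (adjusted p = 0.42). The gene-level values did not resolve the added copy, and whether depth is the reason was not tested.

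**Figure D1:**
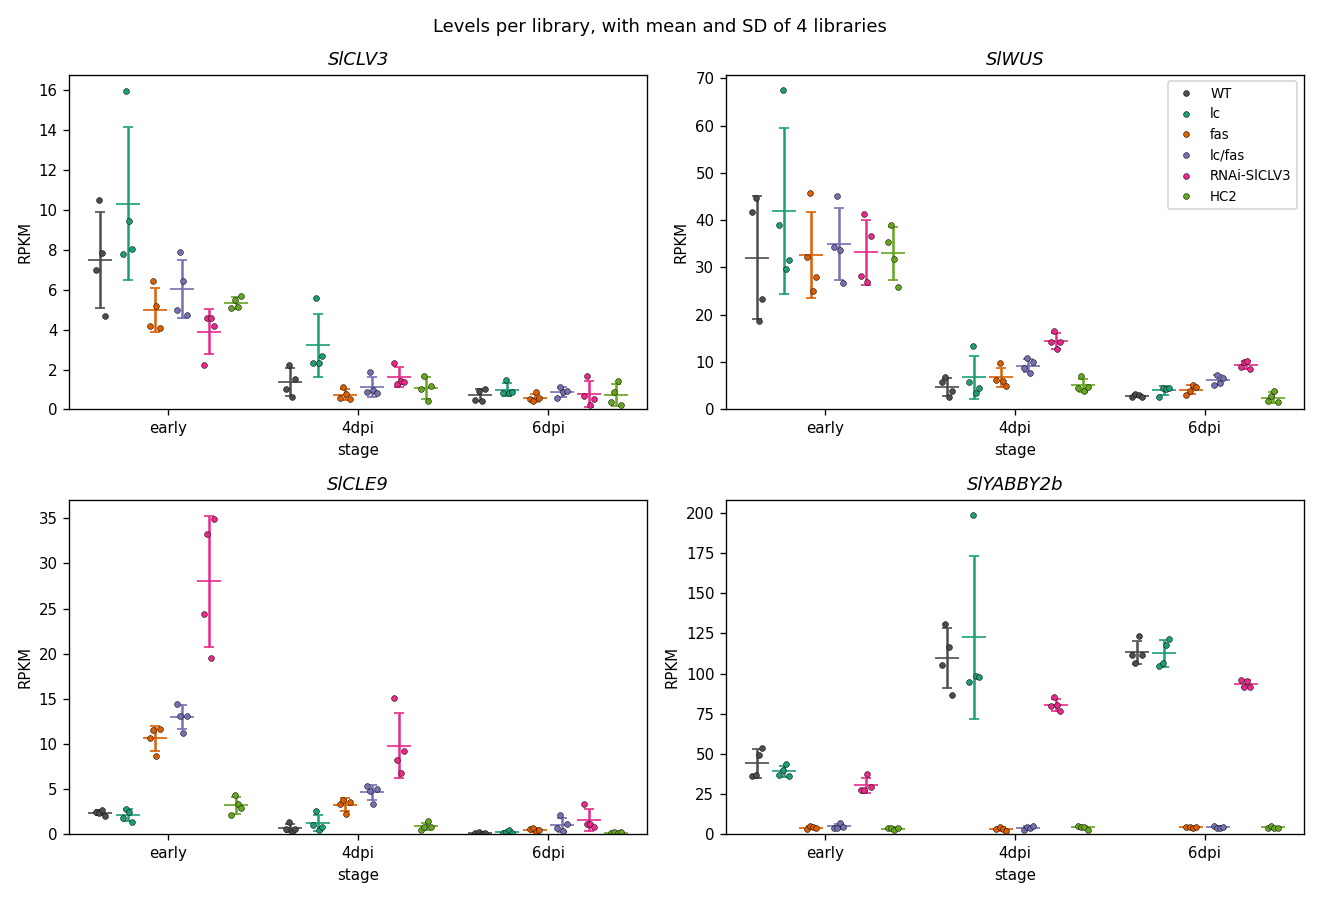
RPKM (y axis) of SlCLV3, SlWUS, SlCLE9 and SlYABBY2b by stage (x axis) in the 6 genotypes, where points are libraries and bars are mean ± SD of 4. SlWUS in RNAi-SlCLV3 at 4dpi averages 14.4 RPKM against 4.78 in WT, and SlYABBY2b in fas at 6dpi averages 4.29 against 113.

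The RNAi-SlCLV3 line asks what a lowered SlCLV3 does across the transcriptome. At the early stage SlCLE9, a related CLE peptide gene, rose from 2.38 ± 0.267 RPKM in WT to 28 ± 7.30 in RNAi-SlCLV3 (log2 change 3.07, SE 0.23, adjusted p = 1.5e-16). SP (SELF-PRUNING, the antiflorigen) rose from 0.471 ± 0.574 to 8.86 ± 2.94 RPKM (adjusted p = 1e-05), and the sugar transporter gene SlSWEET1b rose from 9.51 ± 0.794 to 24.4 ± 0.403 (adjusted p = 5.4e-11). Of 8 genes of inflorescence meristem identity 2 fell and 1 rose, also adjusted over the list alone, and the list was not called (camera, adjusted p = 0.063). AN (ANANTHA, an F-box gene for flower identity) fell from 50.8 ± 3.62 to 22.8 ± 7.07 RPKM (adjusted p = 6.4e-08) and S (COMPOUND INFLORESCENCE, a WOX9 gene) from 33.3 ± 10.8 to 14.3 ± 4.25 (adjusted p = 0.00064). AGL20, a SOC1-type flowering MADS-box gene, rose from 15.02 ± 1.22 to 32.8 ± 4.39 RPKM (adjusted p = 4e-07). Among 8 measured YABBY genes, which specify the outer face of lateral organs, 4 fell and 1 rose. YABBY1a went from 255 ± 68.7 to 134 ± 38.7 RPKM and YABBY5a from 72.9 ± 12.04 to 43.4 ± 9.30, while CRCa, a carpel YABBY, rose from 4.24 ± 0.983 to 11.01 ± 3.40.

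In all, 943 of 20577 genes changed at the early stage, 556 higher and 387 lower, and 201 of them by at least 2-fold. The count was 1769 when blocked on replicate number, 255 with only the groups compared in the fit, and 547, 566 and 602 without the libraries of replicate number 1, 3 and 4. The largest named falls besides those given were NPH3 (phototropic-response family, log2 change -1.13, SE 0.22), YABBY1b (-0.94, SE 0.17), SlYABBY2a (-0.62, SE 0.17) and LS (LATERAL SUPPRESSOR, a branching gene, -0.61, SE 0.18), and MBP20, a FRUITFULL-like gene, rose by 0.72 (SE 0.17). Of 16 floral organ MADS-box genes 3 fell, TM29 (-0.59), EJ2 (-0.56) and J2 (-0.34), and 1 rose. Adjusted over the list alone, 4 floral organ genes were lower and 2 higher, and 5 YABBY genes lower and 1 higher. The list test called both groups lower (camera, adjusted p = 0.014 and 0.0031). With an estimated correlation neither call held (adjusted p = 0.55 and adjusted p = 0.29). The unnamed gene Solyc03g044840 rose from 2.68 ± 4.10 to 207 ± 22.5 RPKM and Solyc01g057390 from 0.817 ± 1.51 to 63.6 ± 12, and Solyc06g008710 fell by 2.22 and Solyc10g007960 by 2.15. HC2 against fas called 175 of the 943 genes with the same sign. Solyc03g044840 and Solyc01g057390 were also higher in HC2 against fas over the stages (log2 change 5.6 and 4.7). Solyc06g008710 was higher there as well (1.21), against its fall here. Single libraries decided weaker calls: CRCa (adjusted p = 0.062 without RNAi-SlCLV3 replicate 4), LS (0.13 without WT replicate 3 or 4, 0.17 without RNAi-SlCLV3 replicate 3, 0.059 without replicate 2 or 4) and SlYABBY2a (0.24 and 0.095 without WT replicates 3 and 4, 0.097 and 0.10 without RNAi-SlCLV3 replicates 2 and 4).

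At 4dpi, when buds form organ primordia, 5 of 12 meristem maintenance genes rose in RNAi-SlCLV3: SlWUS, SlCLE9, TKN2, ANT and AGL20. TKN2, the KNOX gene homologous to SHOOT MERISTEMLESS, rose from 74.7 ± 13.2 RPKM to 113 ± 6.23 (adjusted p = 0.0012), and ANT (AINTEGUMENTA, an organ growth factor) rose from 80.3 ± 7.26 to 113 ± 6.96 (adjusted p = 0.00043). SlCLE9 rose from 0.693 ± 0.483 to 9.83 ± 3.64 RPKM (adjusted p = 5.9e-14) and MBP20 from 20.1 ± 2.69 to 43.1 ± 5.71 (adjusted p = 1.2e-05). AN fell from 125 ± 15.6 to 81.9 ± 7.68 RPKM (adjusted p = 0.012). Further changes on the log2 scale were CRCa 1.38 (SE 0.30), SlSWEET1b 0.72 (SE 0.13), AGL20 0.69 (SE 0.15) and YABBY5a -0.56 (SE 0.12).

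Adjusted over the list alone, 6 of the 12 meristem maintenance genes rose, and the list was called higher (camera, adjusted p = 0.0021; adjusted p = 0.40 with an estimated correlation). Of 7 genes of the CLAVATA-WUSCHEL pathway 2 rose, also adjusted over the list alone, and their call held with an estimated correlation (adjusted p = 0.00053 and 0.0061). The test called 712 genes, 555 higher and 157 lower, and blocked on replicate number 1561 genes, 1149 higher and 412 lower. After median-of-ratios scaling the split was 450 higher and 274 lower, and after quantile normalization 389 and 319. The count was 255 with only the groups compared in the fit, 446 without WT replicate 2, 418 without RNAi-SlCLV3 replicate 2, and 399, 357, 464 and 453 without all libraries of replicate numbers 1 to 4 in turn. Solyc03g044840 (log2 change 6.00) and Solyc01g057390 (5.20) rose again, and Solyc06g008710 (-2.05) and Solyc07g008380 (-1.53) fell. HC2 against fas called 154 of the 712 with the same sign. Solyc03g044840 and Solyc01g057390 were also higher in that comparison over the stages (5.6 and 4.7), and Solyc06g008710 was higher (1.21) where it fell here. AN did not pass without WT replicate 1 (adjusted p = 0.06) or WT replicate 2 (0.057), nor CRCa without RNAi-SlCLV3 replicate 2 (0.055).

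At 6dpi TKN2 rose from 48.1 ± 4.71 to 77.1 ± 10.8 RPKM (adjusted p = 0.00056) and MBP20 from 18.1 ± 2.42 to 32.7 ± 6.03 (adjusted p = 0.0023) in RNAi-SlCLV3. SlCLE9 rose by 1.10 (SE 0.23, adjusted p = 0.0019), with replicate 1 at 3.4 RPKM and the others at 0.784 to 1.14, and it did not pass without that library (log2 difference 0.82, adjusted p = 0.056). AGL20 rose by 0.62 (SE 0.15) and SlSWEET1b by 0.52 (SE 0.13). Of the meristem maintenance genes 4 of 12 rose, the same number adjusted over the list alone (camera, adjusted p = 0.0033; adjusted p = 0.30 with an estimated correlation). The test called 257 genes, 183 higher and 74 lower, and blocked on replicate number 464 genes, with 115 when only the groups compared were fitted, 78 at a mean of at least 5 RPKM, and 158 and 149 without replicate numbers 1 and 4. Solyc03g044840 (log2 change 4.96) and Solyc02g050270 (4.56) rose, and Solyc06g008710 (-1.85) and Solyc08g005670 (-1.59) fell. HC2 against fas called 95 of the 257 with the same sign. Solyc03g044840 and Solyc02g050270 were also higher in that comparison over the stages (5.6 and 4.4), and Solyc06g008710 was higher (1.21) where it fell here. AGL20 did not pass without WT replicate 1 (adjusted p = 0.076), WT replicate 3 (0.056) or RNAi-SlCLV3 replicate 2 (0.063), nor SlSWEET1b without WT replicate 1 (0.10), 2 (0.054) or 4 (0.091) or RNAi-SlCLV3 replicate 1 (0.13) or 3 (0.11).

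Across the stages, 1427 genes were called in RNAi-SlCLV3 at 1 or more stages, and at all 3 stages 112 were called higher and 9 lower. Tests of the difference between stages called 35 genes for 4dpi against early, 70 for 6dpi against early and 2 for 6dpi against 4dpi, and 118, 199 and 6 when blocked on replicate number. Among them, the SlCLE9 effect at 6dpi less the early effect was -1.97 on the log2 scale (SE 0.32, adjusted p = 0.00021), but this rests on the pseudocount at low RPKM: the ratio of means was 11.8 early, 14.2 at 4dpi and 11.6 at 6dpi, and the difference did not pass at a pseudocount of 0.1 (-0.72, SE 0.56, adjusted p = 0.927). That of SlSWEET1b was -0.76 (SE 0.19, adjusted p = 0.046, blocked 0.016) and -0.81 at a pseudocount of 0.1 (SE 0.20, adjusted p = 0.056, blocked 0.020), with ratios of means of 2.57, 1.67 and 1.46 at the 3 stages in order. The SP effect at 4dpi less the early effect was -2.60 (SE 0.63, adjusted p = 0.062, blocked 0.0055, and 0.145 blocked at a pseudocount of 0.1). Averaged over stages, 2648 genes changed, 1625 higher and 1023 lower, and the split was 1301 and 1415 after median-of-ratios scaling and 1215 and 1536 after quantile normalization. The count was 4507 when blocked on replicate number, and 1562 and 1469 without the libraries of replicate number 1 and 2. SlCLE9 rose by 2.28 (SE 0.13), SP by 1.15 (SE 0.26), CRCa by 0.86 (SE 0.17) and TKN2 by 0.42, and AN fell by 0.73 (SE 0.09), YABBY1a by 0.61 and S by 0.46. The YABBY list was called lower, with 5 of 8 lower and 1 higher over all genes and 5 lower and 2 higher adjusted over the list alone (camera, adjusted p = 0.010; adjusted p = 0.33 with an estimated correlation). TAG1, an AGAMOUS gene, had a log2 change of 0.53 (adjusted p = 0.044) that was lost without the libraries of any of the 4 replicate numbers.

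**Figure D2:**
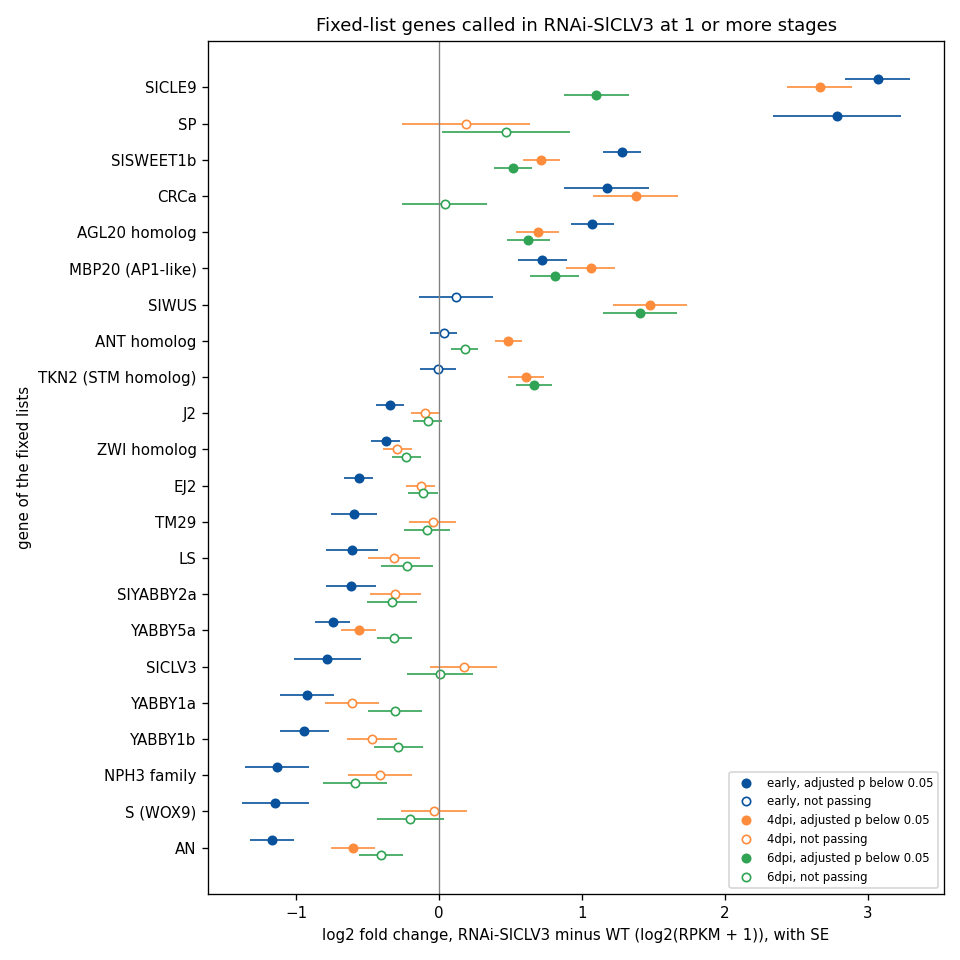
Log2 fold change of RNAi-SlCLV3 over WT (x axis, difference of log2(RPKM + 1), bars SE) for 22 genes of the fixed lists called at 1 or more stages (y axis), with blue for early, orange for 4dpi and green for 6dpi. Filled points passed at an adjusted p below 0.05 and open points did not, and SlCLE9 lies highest at 3.07 in early tissue.

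The lc line asks what the allele near SlWUS changes. ZWI, a gene for a kinesin of the ZWICHEL type, rose in lc from 22.3 ± 2.55 to 29.8 ± 3.41 RPKM (n = 12 libraries each, log2 change 0.41, SE 0.06, adjusted p = 2.9e-06). These libraries are 4 replicate numbers at 3 stages, and the ZWI call also passed when blocked on replicate number. That block is shared by all genotypes, so it does not take up what the 3 stages of a genotype and number have in common. ZWI was also higher than WT in fas and HC2, which were made without the lc allele, and in lc/fas, so its rise is not particular to lc. The cause was not tested. The largest changes were in unnamed genes of chromosome 2: Solyc02g082360 rose from 0.555 ± 0.411 to 4.45 ± 1.54 RPKM and Solyc02g081490 rose by 1.69 on the log2 scale, while Solyc02g082650 fell from 104 ± 14.3 to 30.6 ± 6.35 RPKM and Solyc02g082740 fell by 1.68. Of the 111 genes that changed over the stages (76 higher, 35 lower, 189 in all when blocked on replicate number, 72 with only the groups compared in the fit), 86 were on chromosome 2, where its share of tested genes would give 12.1 (exact binomial test, two-sided p = 6.3e-60). All 86 had identifiers between Solyc02g078 and Solyc02g084, a stretch of 547 tested genes. Of the 13 tested genes inside the introgressed segment the study stated, 2 rose, Solyc02g083790 (0.50) and Solyc02g083890 (0.47), against 0.530% called elsewhere (Fisher's exact test, two-sided p = 0.0022). That share, 15.4%, did not set the segment apart from the stretch that holds it, where 86 of 547 were called. Of the 84 calls on the chromosome outside that segment, 68 were called with the same sign in lc/fas against fas. Without chromosome 2, 15 genes passed, 6 higher and 9 lower. SlCLV3 and SlWUS did not pass over all genes (adjusted p = 0.10 and 0.74), both were higher adjusted over the list alone, and the pair was called higher (camera, adjusted p = 0.0045; adjusted p = 0.11 with an estimated correlation). The pathway list, the kinesin list, where ZWI was the only member called, and cluster 7 were also called higher (camera, adjusted p = 0.030, 0.030 and 0.024). With an estimated correlation none of these calls held (adjusted p = 0.14, 0.68 and 0.60).

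**Figure D3:**
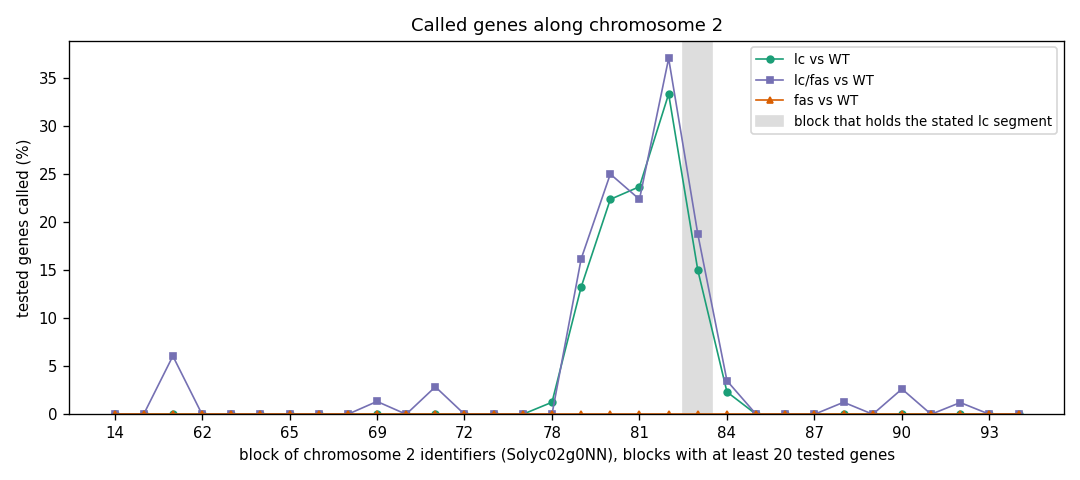
Percent of tested genes called against WT over stages (y axis) along chromosome 2 in blocks of gene identifiers with at least 20 tested genes (x axis), with lines for lc, lc/fas and fas. The shaded block holds the stated lc segment, and 86 of the 111 lc calls lie in the raised stretch around it.

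The fas line asks what the inversion changes. SlYABBY2b, a YABBY gene at the other breakpoint, fell at every stage, from 113 ± 7.23 to 4.29 ± 0.107 RPKM at 6dpi (log2 change over stages -4.09, SE 0.10, adjusted p = 2.9e-41). SlCLE9 rose over the stages (log2 change 1.17, SE 0.13, adjusted p = 2e-08), with 10.6 ± 1.40 RPKM against 2.38 ± 0.267 at the early stage. ZWI rose from 22.3 ± 2.55 to 32.1 ± 3.18 RPKM (n = 12 each, adjusted p = 2.9e-08), and CRCb, another carpel YABBY, rose by 0.49 (SE 0.11, adjusted p = 0.032). Solyc12g082720, whose identifier is next to that of ZWI, rose by 0.60 (SE 0.07). In all 17 genes changed, 13 higher and 4 lower, with 60 when blocked on replicate number and 10 with only the groups compared. Without the libraries of replicate number 1, 3 or 4 the count was 11, 6 or 7. Of 35 tested genes in the introgressed segment 5 changed (Fisher's exact test, two-sided p = 6.4e-11), among them Solyc11g071480 (-0.65), Solyc11g071760 (0.56) and Solyc11g071530 (0.43). Of 7 kinesin and cell division genes the study named, 1 rose over all genes and 3 adjusted over the list alone, and their call held with an estimated correlation (camera, adjusted p = 6.7e-07 and 0.027). SlCLE9 was the 1 riser among 7 pathway genes, also adjusted over the list alone (camera, adjusted p = 0.0015, and 0.016 with an estimated correlation). The CRCb call was lost without the libraries of replicate number 1 (adjusted p = 0.084), 3 (0.45) or 4 (0.49).

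The double line lc/fas was compared with WT in the same way. SlYABBY2b fell by 3.94 (adjusted p = 2.3e-40) and SlCLE9 rose by 1.53 (SE 0.13, adjusted p = 1.2e-13), with 12.97 ± 1.31 RPKM at the early stage. SP rose by 1.29 over the stages (SE 0.26, adjusted p = 0.0014) and stood at 19.3 ± 9.03 RPKM at the early stage against 0.471 ± 0.574 in WT. CRCa rose by 0.85 (SE 0.17, adjusted p = 0.0014), AGL20 by 0.38 (SE 0.09, adjusted p = 0.0091) and ZWI by 0.28 (SE 0.06, adjusted p = 0.003). In all 210 genes changed, 169 higher and 41 lower, and 454 when blocked on replicate number, and the split was 130 and 56 after median-of-ratios scaling and 131 and 58 after quantile normalization. Without chromosome 2 there were 77, and without replicate numbers 1, 3 and 4 there were 110, 123 and 120. Solyc02g082360 (1.93) and Solyc02g081490 (1.58) rose as in lc, and Solyc02g082720 (-1.59) and Solyc02g082740 (-1.48) fell. In the lc segment 3 of 13 genes changed and in the fas segment 8 of 35 (Fisher's exact test, two-sided p = 0.00028 and 1.9e-09). The lc segment did not stand apart from its surroundings. Outside it, 19 of 76, 17 of 76 and 30 of 81 genes were called in the identifier blocks Solyc02g080, Solyc02g081 and Solyc02g082. Of the pathway genes 2 of 7 rose, also adjusted over the list alone (camera, adjusted p = 4.6e-05, and 0.0013 with an estimated correlation). Leaving out all libraries of replicate number 3 ended the calls of SP (adjusted p = 0.28) and AGL20 (0.26), and leaving out number 4 those of CRCa (0.069), AGL20 (0.07) and ZWI (0.075).

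ZWI departed from the sum of the single lines on the log2 scale, with 32.1 ± 3.18 RPKM in fas, 29.8 ± 3.41 in lc, 27.2 ± 2.77 in lc/fas and 22.3 ± 2.55 in WT (n = 12 each; interaction -0.64, SE 0.08, adjusted p = 4.8e-06). The lc by fas interaction called 6 genes, 1 higher and 5 lower, with 15 when blocked on replicate number and 2 and 3 without replicate numbers 1 and 4. Over WT, lc, fas and lc/fas together, 342 genes had a genotype effect at an adjusted p below 0.1, with 1470 when blocked, 615 with array weights, 171 from separate contrasts by stage and 205 without replicate number 3. The interaction of genotype with stage called 5 genes at that threshold, and 9 when blocked: SlYABBY2b (adjusted p = 2.4e-05), SP (0.00017), SlCLE9 (0.013), Solyc02g071820 (0.00022) and Solyc02g082770 (0.0015), the last 2 outside the rule for named genes and chosen after their values were seen. At a pseudocount of 0.1, 2 genes were called, SlYABBY2b (adjusted p = 0.00018) and Solyc02g082770 (0.0025), while SP (0.704), SlCLE9 (1) and Solyc02g071820 (0.704) did not pass. Of the called genes, SlYABBY2b lies at the inversion breakpoint, and Solyc02g082770 lies in the chromosome 2 stretch that holds the lc calls. Neither therefore shows a response away from the introgressed regions. For SlCLE9 the ratio of means of fas over WT was 4.46 early, 4.68 at 4dpi and 3.58 at 6dpi, and that of lc/fas over WT 5.45, 6.70 and 7.70. At an unadjusted p below 0.001, 18 genes had that interaction where 20.6 were expected by chance.

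The effect of each allele was also compared between backgrounds that share no libraries. For lc against WT and lc/fas against fas, 56 genes were higher in both and 20 lower in both, against 0.270 and 0.0476 expected. Of these shared genes, 68 were on chromosome 2 outside the stated lc segment. The expected counts take genes as independent, which genes in a single linked stretch are not. For fas against WT and lc/fas against lc, 6 were higher and 2 lower in both. Across the 20577 genes, which are not independent replicates, the correlation of the log2 fold changes was 0.27 for lc (Spearman 0.05) and 0.36 for fas (Spearman 0.35). Of 100 relabellings within stage, the real one included, 11 gave a correlation as large for lc and 5 for fas, and relabelled within stage and replicate number 3 and 1 did. The lc correlation was weaker elsewhere: 85 of 100 relabellings gave a Spearman value as large, 47 a Pearson value as large as the 0.18 of genes with a mean of at least 5 RPKM, and 59 one as large as the 0.11 without chromosome 2. Of the 342 genes with a genotype effect, 51 were among the 657 tested genes of the list the study took from its separate 3′ tag libraries of the same lines, where 10.9 were expected (Fisher's exact test, two-sided p = 3.0e-20). Of the 1427 genes called in RNAi-SlCLV3 at any stage, 132 were on that list against 45.6 expected (Fisher's exact test, two-sided p = 1.7e-29).

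HC2 asks what an added genomic SlCLV3 restores in fas. SlCLE9 fell by 1.00 against fas (SE 0.13, adjusted p = 5.1e-08) to 3.20 ± 0.940 RPKM at the early stage, CRCa fell by 0.67 (SE 0.17, adjusted p = 0.010) and CRCb fell by 0.42 (SE 0.11, adjusted p = 0.0082). SlYABBY2b remained at 3.55 ± 0.663 RPKM at the early stage, lower than WT over the stages by 4.05 on the log2 scale, a change of -4.05 (adjusted p = 8.8e-42). ZWI stayed higher than WT (0.36, adjusted p = 8.4e-06) and NPH3 was lower (-0.61, SE 0.13, adjusted p = 0.00099). The largest changes were in unnamed genes: against fas, Solyc03g044840 rose from 2.03 ± 1.37 to 142 ± 33.7 RPKM and Solyc07g043610 from 0.00827 ± 0.0155 to 28.3 ± 5.12 (n = 12 each), and Solyc01g020500 (-2.08) and Solyc06g084140 (-1.58) fell. Against WT the first pair rose by 5.40 and 4.78, and Solyc12g098090 (-1.76) and Solyc01g020500 (-1.62) fell. The CRCa call against fas was lost without the libraries of replicate number 1 (adjusted p = 0.05), 3 (0.11) or 4 (0.16).

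Against fas 784 genes changed in HC2, 509 higher and 275 lower, with 454 and 398 after quantile normalization. That count was 1466 when blocked on replicate number and 478 without the libraries of replicate number 4. Against WT 1368 changed, 945 higher and 423 lower, with 676 and 654 after median-of-ratios scaling and 597 and 729 after quantile normalization. This one was 2776 when blocked, 745 with only the groups compared and 689 without the libraries of replicate number 1. In the fas segment 17 of 35 genes differed from WT, 12 of them higher, and 8 of 35 from fas, Solyc11g071600 (1.85) and Solyc11g071370 (1.21) among them (Fisher's exact test, two-sided p = 1.3e-11 and 4.0e-05). Of the pathway genes 1 of 7 fell against fas, SlCLE9, also adjusted over the list alone (camera, adjusted p = 0.012; adjusted p = 0.098 with an estimated correlation). Against WT, 2 of the 9 genes the study named for genotype by development were lower, also adjusted over the list alone. That list was called lower and held with an estimated correlation (camera, adjusted p = 0.00012 and 0.00035). Its median change was -0.070 and its mean -0.56. The list includes SlYABBY2b, the gene at the inversion breakpoint, so the call does not show a change across its members. In fas against WT the list was called lower too (camera, adjusted p = 2.4e-05, and 0.00018 with an estimated correlation). SlYABBY2b was the only member called there.

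RNAi-SlCLV3 against WT and HC2 against fas move SlCLV3 activity in opposite directions by design, although a rise of SlCLV3 in HC2 was not resolved here. SlCLE9 (2.28 and -1.0) and CRCa (0.86 and -0.67) changed in opposite directions in the 2 comparisons, as did the unnamed genes Solyc06g008710 (-2.04 and 1.21) and Solyc01g020500 (1.47 and -2.08). Of 351 genes called in both, however, 235 were higher in both (40.2 expected by chance) and 77 lower in both (13.7 expected), and 39 had opposite signs. Of the 235, 222 were also higher in HC2 than in WT, a comparison that shares its libraries with both that defined the set. The correlation across genes of RNAi-SlCLV3 less WT with fas less HC2 was -0.41 (Spearman -0.20), and 2 of 100 relabellings, the real one included, gave a Pearson value as large and 24 a Spearman value as large. Relabelled within stage and replicate number, 6 of 100 gave a Pearson value as large.

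**Figure D4:**
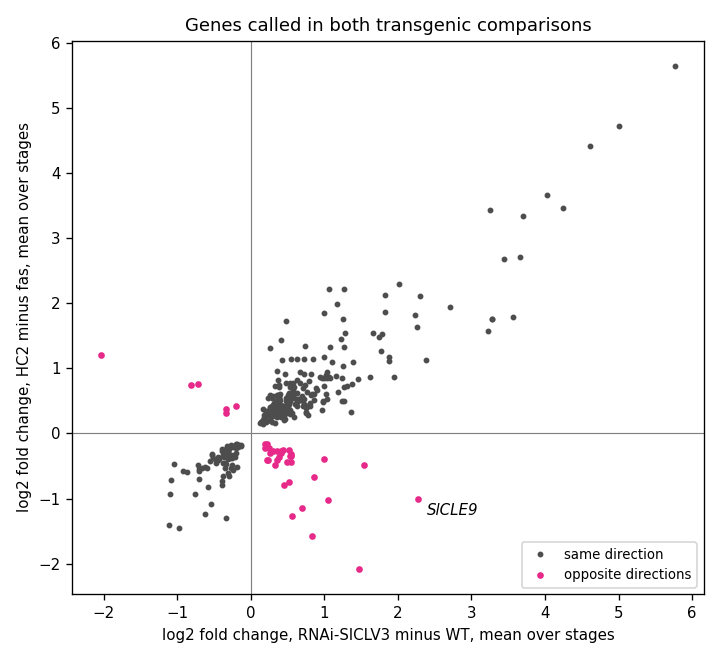
Log2 fold change over stages of RNAi-SlCLV3 over WT (x axis) and of HC2 over fas (y axis) for the 351 genes called in both, where each point is a gene, dark for the same direction and pink for opposite directions. The 235 genes higher in both fill the upper right, and SlCLE9 is labelled at 2.28 and -1.0.

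Wild-type buds give the background of development. From the early stage to 4dpi the B-class gene TAP3, an APETALA3 gene for petals and stamens, rose from 1.77 ± 0.815 to 105 ± 16.2 RPKM, and TAG1, an AGAMOUS gene for stamens and carpels, rose from 1.26 ± 0.655 to 43.1 ± 4.10 RPKM. TPIB (log2 change 4.91), TPI (4.26), TAGL1 (4.02) and TM5 (2.52) rose with them. J (JOINTLESS, a MADS-box gene of the inflorescence) fell from 1633 ± 218 to 129 ± 41.6 RPKM, S from 33.3 ± 10.8 to 2.67 ± 0.288 and TKN2 from 201 ± 38.2 to 74.7 ± 13.2, and SlWUS (-2.49), TMF (-2.45), SFT (-1.87), SlCLV3 (-1.85), TKN1 (-1.79) and BL (-1.71) fell as well. Between 4dpi and 6dpi CRCa rose from 3.12 ± 0.816 to 114 ± 17.2 RPKM, CRCb rose by 3.16, and TMF, an ALOG gene, rose from 4.25 ± 0.905 to 48.3 ± 6.23. J (-1.93), BL (-1.18), GOB (-0.86), FA (-0.77) and TKN2 (-0.61) fell at that step.

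In the first step 5752 genes changed, 2406 higher and 3346 lower, and 7761 when blocked on replicate number. The split was 2916 and 1908 after median-of-ratios scaling. The count was 2814 with only the groups compared in the fit and 3815 without replicate number 4. Of the floral organ MADS-box genes 10 of 16 rose and 5 fell, of the meristem maintenance genes 9 of 12 fell, of the YABBY genes 5 of 8 rose and 1 fell, of the inflorescence genes 6 of 8 fell and 1 rose, of the pathway genes 7 of 7 fell, of the 2 targets both fell, and of the 4 sterol and brassinosteroid genes all rose, DWARF7 (1.12) and DET2 (0.88) among them. Adjusted over the list alone these counts were the same. Each of these lists was called and held with an estimated correlation (camera, adjusted p at most 0.00037, and at most 0.041 with an estimated correlation). The kinesin list had 1 of 7 lower (adjusted p = 0.23) and the genes the study named for genotype by development 4 of 9 higher and 3 lower (adjusted p = 0.49). In the second step 1666 genes changed, 1317 higher and 349 lower, with 2645 when blocked on replicate number, 951 with only the groups compared, 1062 and 970 without replicate numbers 1 and 4, and a split of 872 and 696 after quantile normalization. Of the meristem maintenance genes 4 of 12 fell (adjusted over the list alone 7 fell and 1 rose; camera, adjusted p = 3.2e-08, and 0.022 with an estimated correlation). Of the YABBY genes 2 of 8 rose, and 3 adjusted over the list alone (adjusted p = 0.00016 and 0.041).

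The 8 clusters of the study's list were chosen by it on the separate 3′ tag libraries, partly by their course in WT. In the step to 4dpi, cluster 5 had 96 of 151 genes higher and 1 lower and cluster 4 had 35 of 56 higher and 1 lower (36 and 1 adjusted over the list alone), while cluster 1, which holds SlWUS and SlCLV3, had 38 of 94 lower and 1 higher (41 and 2) and cluster 2 had 31 of 72 lower (33). These calls held with an estimated correlation (camera, adjusted p at most 5.3e-06, and at most 0.042). Cluster 8 had 32 of 140 higher and 3 lower, also adjusted over the list alone (adjusted p = 9e-06; adjusted p = 0.36 with an estimated correlation), and the whole list 171 of 657 higher and 96 lower (180 and 107; adjusted p = 0.00037; adjusted p = 0.25 with an estimated correlation). Clusters 3 (3 of 26 higher, 2 adjusted over the list alone), 6 (2 of 73 higher and 13 lower) and 7 (2 of 45 higher and 9 lower) did not pass (adjusted p = 0.49, 0.16 and 0.61). The anther and tapetum markers MS10, SlAMS and MS32 lay below the filter, with WT means at 6dpi of 0.160, 0.368 and 0.010 RPKM.

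**Figure D5:**
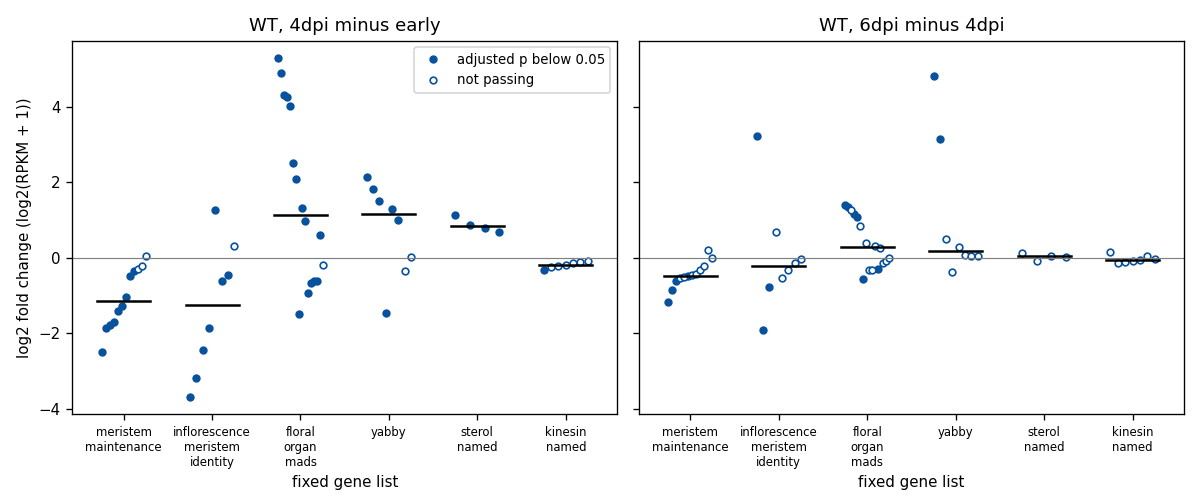
Log2 fold change (y axis, difference of log2(RPKM + 1)) in WT from early to 4dpi and from 4dpi to 6dpi for genes of 6 fixed lists (x axis), where points are genes, filled when they passed, and the bar is the median of the list. TAP3 rose by 5.31 in the first step and CRCa by 4.81 in the second.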

Values the study reported

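From its separate 3′ tag libraries the study reported 669 genes with a genotype effect at an adjusted p below 0.1 and 13 with a genotype by development effect at p below 0.001, 675 genes in all. Of these 675, it found 133 to differ between RNAi-SlCLV3 and WT. It profiled RNAi-SlCLV3 by whole mRNA sequencing, in libraries that are analysed again here. That count is therefore no separate evidence beside the overlap of RNAi-SlCLV3 calls with the list given above.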

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

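The tests of the difference between stages in RNAi-SlCLV3 were chosen after results had been seen, and the rule for single libraries and the genotype by stage test were set before the data were examined. In 7 of 90 groups of 4 libraries, for SlCLV3, SlWUS, SlCLE9, SlYABBY2b and the read total together, a single library stood far from the other three by Dixon's rule, where chance flags about 1 in 20 groups (4.5 of 90). For SlCLV3, lc 4dpi replicate 2 was at 5.56 RPKM with the others at 2.32 to 2.67, and lc 6dpi replicate 2 was at 1.46 with the others at 0.801 to 0.888. SlCLV3 also stood apart in lc/fas 4dpi replicate 2, at 1.85 RPKM with the others at 0.822 to 0.968, and in RNAi-SlCLV3 4dpi replicate 1, at 2.35 with the others at 1.29 to 1.42. SlWUS was at 2.58 RPKM in lc 6dpi replicate 1 with the others at 4.4 to 4.56. SlCLE9 was at 3.4 RPKM in RNAi-SlCLV3 6dpi replicate 1 with the others at 0.784 to 1.14. SlYABBY2b was at 198 RPKM in lc 4dpi replicate 2 with the others at 94.7 to 98.7.

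Without the block, effects that differed between stages by a test of the difference itself were those of SlCLE9 in RNAi-SlCLV3 (6dpi less early, -1.97 on the log2 scale) and SlSWEET1b (-0.76). At a pseudocount of 0.1 the SlCLE9 difference did not pass (-0.72, adjusted p = 0.927), and its ratio of means was 11.8 early and 11.6 at 6dpi, so it rests on the pseudocount. That of SlSWEET1b was as large there (-0.81, SE 0.20, adjusted p = 0.056, blocked on replicate number 0.020), with ratios of means of 2.57 early and 1.46 at 6dpi. Blocked, J (1.11, adjusted p = 0.010) and TKN2 (0.67, 0.013) also passed for 6dpi less early, with 0.011 and 0.014 at a pseudocount of 0.1. For 4dpi less early TKN2 (0.62, 0.035) and ANT (0.45, 0.042) passed blocked, with 0.047 and 0.053 at that pseudocount. SlWUS and SP passed blocked in both, SP not at that pseudocount. Across all genes the tests without the block called 35 genes for 4dpi less early, 70 for 6dpi less early and 2 for 6dpi less 4dpi, and the first 2 called 21 and 55 at a pseudocount of 0.1. The interaction of genotype with stage in WT, lc, fas and lc/fas called 5 genes, and 2 at a pseudocount of 0.1.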

How the results depend on the processing

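Leaving out the 7 libraries below 10 M reads, leaving out 2 libraries that stood apart, leaving out chromosome 2, relabelling within stage and number, another draw, and the block and the pseudocount of 0.1 in the tests of the difference between stages in RNAi-SlCLV3 were chosen after seeing the data. No named gene or list reversed under any alternative, and the main counts stayed within 1.5 times under robust moderation, without the 7 libraries below 10 M reads and without the 2 libraries that stood apart. Among named genes and lists, calls lost against verdicts unchanged were 142 and 974 over the left-out libraries and replicate numbers, 22 and 108 with only the groups compared, 13 and 117 without the libraries below 10 M reads, 5 and 125 at pseudocount 5, 4 and 126 after quantile normalization, 2 and 128 after median-of-ratios scaling, and for lists 32 and 21 with an estimated correlation and 15 and 38 with fry. An unchanged verdict is a call kept or, for SlCLV3 and SlWUS, also a value that passed in neither fit. The counts changed as follows, and the cause was not tested except where fewer genes or libraries were used by construction.

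With a mean of at least 5 RPKM, fewer genes were tested and the calls were 546 (RNAi-SlCLV3 early), 365 (4dpi), 78 (6dpi), 1689 (over stages), 62 (lc), 10 (fas), 132 (lc/fas), 394 (HC2 against fas), 827 (HC2 against WT), 901 (WT 6dpi against 4dpi), 192 (genotype effect) and 1 (genotype by stage), and the correlation of RNAi-SlCLV3 less WT with fas less HC2 was -0.46, with 6 of 100 relabellings as large. With only the groups compared in the fit, fewer libraries gave 255 (RNAi-SlCLV3 early), 255 (4dpi), 115 (6dpi), 72 (lc), 10 (fas), 745 (HC2 against WT), 2814 (WT 4dpi against early) and 951 (WT 6dpi against 4dpi), and early SlCLV3 at -0.78 did not pass (adjusted p = 0.196). With replicate number as a block the calls were 1769, 1561 and 464 in RNAi-SlCLV3 at the 3 stages in order and 4507 over them, 189 (lc), 60 (fas), 454 (lc/fas), 1466 (HC2 against fas), 2776 (HC2 against WT), 15 (lc by fas), 2645 (WT 6dpi against 4dpi), 1470 (genotype effect) and 9 (genotype by stage), and the block changed no other call of a main count. Of 72 libraries, 71 correlated best with others of their own number. Array weights gave 505 (RNAi-SlCLV3 6dpi), 402 (lc/fas) and 615 (genotype effect), and separate contrasts by stage gave a genotype effect in 171. Genotype by stage was called in 12 genes with no filter and in 2 at pseudocount 0.1, where early SlCLV3 at -0.92 did not pass. Without chromosome 2, which removes genes, 15 calls were left in lc and 77 in lc/fas. With the lc segment widened by 20 genes on each side it held 7 calls in lc and 10 in lc/fas. Relabelling within stage and replicate number, 1 of 100 correlations was as large for fas (0.36), 3 for lc (0.27) and 6 for RNAi-SlCLV3 less WT with fas less HC2 (-0.41).

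Leaving out each replicate in turn, which leaves fewer libraries, the calls ranged from 547 to 1050 (RNAi-SlCLV3 early), 357 to 981 (4dpi), 149 to 248 (6dpi), 1469 to 2012 (over stages), 6 to 15 (fas), 110 to 181 (lc/fas), 478 to 648 (HC2 against fas), 689 to 993 (HC2 against WT), 3815 to 4756 (WT 4dpi against early), 970 to 1449 (WT 6dpi against 4dpi), 2 to 5 (lc by fas), 205 to 340 (genotype effect) and 3 to 5 (genotype by stage), and early SlCLV3 from -1.0 to -0.60. Depth limits SlCLV3 and SlCLE9, at medians of 26 and 25 reads per library, more than SlWUS at 177.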

Other observations

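The tests of explanations and the splits in this part were chosen after the results were seen, except the tests of chromosome segments of another accession and of younger buds at 4dpi and 6dpi, while the list tests and the genotype effect were planned. The clusters of the study's list, which it chose on separate 3′ tag libraries of WT, lc, fas and lc/fas, were called in some comparisons of genotypes at the preset correlation, and the calls between genotypes given here were lost with an estimated correlation. Cluster 5, whose genes rise as buds age in WT, had 19 of 151 genes higher and 6 lower in early RNAi-SlCLV3 (23 and 9 adjusted over the list alone; camera, adjusted p = 0.023; adjusted p = 0.55 with an estimated correlation) and 16 higher and 5 lower in HC2 against fas (20 and 7; adjusted p = 0.012; adjusted p = 0.81 with an estimated correlation). Cluster 8 had 10 of 140 genes higher and 3 lower in HC2 against fas (13 and 4; adjusted p = 0.0025; adjusted p = 0.81 with an estimated correlation). Cluster 7 had 7 of 45 genes higher in RNAi-SlCLV3 at 4dpi (8 adjusted over the list alone; adjusted p = 0.023; adjusted p = 0.40 with an estimated correlation). Cluster 4 was called lower there, with 5 of 56 genes lower and 3 higher (5 and 4; adjusted p = 0.025, blocked on replicate number 0.053; adjusted p = 0.40 with an estimated correlation). Between 4dpi and 6dpi in WT, cluster 1 had 12 of 94 genes lower and 1 higher (13 and 1; adjusted p = 9e-11) and cluster 6 had 7 of 73 lower and 1 higher, also adjusted over the list alone (adjusted p = 1.6e-05), and both held with an estimated correlation (adjusted p = 1.5e-06 and 0.022). In the same step cluster 4 had 9 of 56 lower and 1 higher (11 and 2; adjusted p = 1.7e-06; adjusted p = 0.0503 with an estimated correlation), and cluster 8 had 20 of 140 higher (23 adjusted over the list alone; adjusted p = 0.0005; adjusted p = 0.59 with an estimated correlation).

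The genotype effect in WT, lc, fas and lc/fas was called in 342 genes here, in 615 with array weights and in 1470 with replicate number as a block. The first is lower and the last higher than the number the study gave at the same threshold for its separate assay, which covered more stages.

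Of the lc calls, 86 of 111 lay on chromosome 2, and 84 of these were outside the stated segment. SlWUS acting on genes elsewhere in the genome leaves no reason for 86 calls in a single stretch, so that explanation is not borne out for them. Of the 84, 68 (81.0%, little above the bound of 80% set for the test) were called again with the same sign in lc/fas against fas, which is consistent with a donor stretch wider than the stated segment. Donor reads mapping better to the cultivated reference could only raise a value, so that was no candidate for the genes lower in lc. Of these, 16 were lower again in lc/fas against fas. As lc/fas carries the same allele, that repeat decides nothing about mapping. For the 60 that were higher in lc, better mapping of donor reads cannot be told apart from a change in expression, since no donor sequence or coordinates were used here.

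Of the genes called in both RNAi-SlCLV3 against WT and HC2 against fas, 235 were higher in both. By design the lines move SlCLV3 in opposite directions, and 39 of all 351 genes called in both (11.1%) had opposite signs. If SlCLV3 moved as designed, that argues against its level as the cause for most of them. The premise was not seen in full: a rise of SlCLV3 in HC2 over fas was not resolved, and its fall in RNAi-SlCLV3 passed only at the early stage. The count was also seen together with the pattern and is no separate test. Segments of another accession would place members side by side, and 52 of the 235 had an adjacent tested member (random sets: median 4, highest 20 of 1000), yet most members had none, so such segments cannot be told apart from other causes. Transformation or a shared growth or library batch cannot be told apart, because both lines are transgenic and neither WT nor fas is, and the 222 of 235 also higher in HC2 against WT decide nothing, since that comparison shares libraries with both that chose the set. An effect of the transgenes themselves was not tested.

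SlWUS was higher in RNAi-SlCLV3 at 4dpi and 6dpi. Younger buds would shift all stage-dependent genes, but the shift was 0.054 ± 0.044 (SE) of the stage difference seen in lc, fas and lc/fas over 3131 genes at 4dpi and 0.055 ± 0.045 over 4068 genes at 6dpi, against 0.69 and 0.53 for SlWUS, which argues against bud age. A larger share of meristem tissue would raise the other meristem maintenance genes, and the median change of 11 of them at 4dpi was 0.17 (scaled median absolute deviation 0.65, range -0.34 to 2.66) against 1.48 for SlWUS. That cannot be told apart from a change in SlWUS itself, because 4 of the 11 also rose (SlCLE9, AGL20, TKN2 and ANT), the spread is wide, and genes with a high level elsewhere in the bud would rise less. A slower shutdown of SlWUS where SlCLV3 is reduced may also remain as a hypothesis, found and tested on the same data.

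Other splits of the same libraries were counted, the real one included. Only 1 split, the real one, called as many genes in RNAi-SlCLV3 early (943, highest other 132 of 35 splits), 4dpi (712, 70), 6dpi (257, 27), WT 4dpi against early (5752, 2497) and WT 6dpi against 4dpi (1666, 651). With 35 splits no smaller share was possible, and these splits ignore the pairing by replicate number. They make chance an unlikely account of these counts and do not exclude it. With 100 splits drawn, only the real one called as many for lc/fas (210, highest other 13), RNAi-SlCLV3 over stages (2648, 316), HC2 against fas (784, 182), HC2 against WT (1368, 338), lc by fas (6, 1) and the genotype effect (342, 227). Chance is likewise unlikely by these splits. For lc (111, highest other 412) and fas (17, highest other 731), 2 of 100 splits called as many, the real one included. As an unreal split called several times the real count, these splits do not exclude chance. For genotype by stage (5, highest other 2711), 6 of 100 splits called as many, so chance cannot be excluded by them. In these 3 comparisons a split that calls several times the real count points to a structure of the samples. Where replicate numbers pair the libraries, splits that part all pairs gave at most 7 (RNAi-SlCLV3 4dpi), 9 (6dpi), 1141 (WT 4dpi against early) and 3 (WT 6dpi against 4dpi), but 8 such splits are too few. For 100 such splits the highest other was 78 for lc, 9 for fas and 93 for lc/fas, each below the real count. With genotypes relabelled within stage and replicate number, which keeps the numbers balanced, the highest other of 100 was 1 for genotype by stage, 1 for the genotype effect and 10 for lc by fas (2 of 100 as large, the real one included). By these relabellings chance is unlikely for genotype by stage and the genotype effect, while 1 of them exceeded the real count of lc by fas.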
